A study of Mus musculus with 6 samples. Its data were reported in "Clusters of deep intronic RbFox motifs embedded in large assembly of splicing regulators sequences regulate alternative splicing" (2025).

How the data were processed

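RNA-seq was performed on 77-5 cells, a clone of T-REx-293 that carries a mouse Ntrk2 (TrkB) minigene built from a bacterial artificial chromosome. T-REx-293 is a human embryonic kidney line derived from HEK293 that expresses the tetracycline repressor, so that a gene placed behind a repressed promoter is switched on by doxycycline. In these cells doxycycline induces Rbfox1, an RNA-binding protein that regulates alternative splicing. The labels name mouse as the organism, whereas the cells and the transcripts analysed are human. The minigene is of mouse, and the reason for the label is not given in the sources used here. There were 3 untreated samples (No Dox) and 3 samples treated with doxycycline (Dox) for 48 h. The labels and the methods of the study give the dose as 0.5 mg/ml, and its figure legends give it in micrograms per ml.

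Per the labels and the methods of the study, the authors prepared stranded mRNA libraries, trimmed reads with cutadapt, mapped them to the human genome (GRCh38) with STAR and estimated isoform abundance with RSEM. Versions of these tools for the RNA-seq, and whether RSEM was run with strand information, are not given in the sources used here. The authors deposited a table per sample with 208621 isoforms of 58870 genes. The deposited expected counts are RSEM's estimates of fragments per isoform, not normalized and not always whole numbers. The deposited TPM values are transcript abundances that RSEM scaled for isoform length and for the total of each sample. The deposited isoform percentage is the percent of a gene's abundance assigned to an isoform. RSEM divides reads among isoforms that share exons, so the value of a single isoform is a model estimate and similar isoforms can exchange reads between samples. Paralogs, pseudogenes and antisense genes can exchange reads in the same way. Coordinates are not printed, because a human annotation was not used here. Tests of sequence motif clusters and of cassette exons beside motifs were planned and not run for the same reason. The isoforms of the mouse minigene were not analysed here.

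Expected counts were summed per gene and rounded to whole numbers for edgeR and DESeq2. Genes were tested with edgeR (version 4.0.16) by glmQLFit and glmQLFTest after TMM normalization and filterByExpr. Isoforms were tested with limma-voom (limma 3.58.1), after the use of limma in the study. Isoform usage, which asks whether an isoform changes differently from the rest of its gene, was tested with limma diffSplice over genes with 2 or more isoforms past the filter, with Simes p-values per gene. Gene lists were tested with camera on log2 CPM (prior count 2) with a preset correlation of 0.01. Tests were two-sided, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. Analyses were run in R 4.3.3, and DESeq2 1.42.0 served as an alternative. The tests, the lists, the rule for named genes and the alternatives were fixed before the data were examined.

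The rule named the 12 largest rises and the 12 largest falls among changed genes with a mean TPM of at least 1 in a group and no overlap between the groups. It also named members of the lists, and the 12 genes with changed usage and the largest change in isoform percentage among genes with a mean TPM of at least 5 in both groups, with up to 12 listed genes. Some genes that the rule names are not reported here. A further set with a mean TPM of at least 10 in a group was chosen after values were seen. Alternatives were other tools, normalizations, filters and units, a fold threshold, the replicate number as a block, and leaving out each sample in turn.

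The tests were tested on simulated data drawn from the means, dispersions and library sizes of the real samples. With 200 changed genes, the gene test recovered 54 percent of 1.2-fold, 84 percent of 1.5-fold and 98 percent of 2-fold changes, and 17 of 185 calls were false (9.19%). With 200 changed isoforms, the isoform test recovered 0 percent of 1.2-fold, 10 percent of 1.5-fold, 14 percent of 2-fold and 26 percent of 4-fold changes, and 0 of 25 calls were false. In the same kind of simulation of the usage test, 117 of 255 calls were false (45.9%) at an adjusted p of 0.05. A wider set of simulations, chosen after that result, was then run with 3 seeds each. Where all isoforms of similar abundance were given the same dispersion, 4.16% of usage calls were false with 200 changed genes and 2.84% with 3000. Where each isoform was given its own dispersion, as estimated from the samples, these shares were 43.2% and 10.5%, and on average 65 genes were called with none changed. The diffSplice test assumes a common variance for the isoforms of a gene, and the simulated excess appeared only where that did not hold. The usage test was kept as fixed, and its calls are therefore not taken to hold an error rate of 5%. With dispersions per isoform and 3000 changed genes, 6.78% of calls were false for the diffSplice F test, 6.04% with isoforms limited to those of at least 10 percent of their gene, and 10.6% for edgeR diffSpliceDGE. With 200 changed genes these shares were 20.6%, 15.8% and 56.5%, and with none changed diffSpliceDGE called 130 genes on average. In the wider set, the false share of the gene test with a dispersion per gene was 7.57% with 200 changed genes and 3.09% with 6000. For the isoform test with a dispersion per isoform it was 5.45% with 200 changed isoforms and 3.32% with 9000, of which 33.4% were recovered. Where isoforms of similar abundance shared a dispersion, it was 27.3% with 200 changed isoforms and 3.12% with 9000, and on average 13 isoforms were called with none changed. For DESeq2 on isoforms, with a dispersion per isoform, it was 72.7% with 200 changed isoforms and 11.7% with 9000, and on average 196 isoforms were called with none changed.

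Depth was 59822964 to 65774104 expected counts per sample. Replicate pairs of a group differed by more than sampling noise, with chi-square over degrees of freedom from 2.30 to 6.18, so no pair looked like a library deposited more than once, and each sample was counted on its own. The labels do not say that replicates came from separate cultures, so p-values measure the spread between these samples, which may be technical. Intervals on counts cover counting error only.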

Results

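Transcript abundance was measured by RNA-seq in 77-5 cells without doxycycline (No Dox, n = 3) and with doxycycline to induce Rbfox1 (Dox, n = 3). Total expected counts were 65758236, 62344973 and 63532620 in the No Dox samples and 64918305, 59822964 and 65774104 in the Dox samples. The common biological coefficient of variation was 2.87%, so small differences could pass the gene test. The first principal component of log2 CPM held 57.7% of the variance and separated the groups. All 6 samples were of the same clone with inducible Rbfox1, and the Dox samples differed from the No Dox samples both in doxycycline and in the induction of Rbfox1.

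To verify induction, the levels of the RBFOX family were examined first. RBFOX1 (ENSG00000078328.20) rose from 7.53 ± 0.79 TPM (SD, n = 3) in No Dox to 188.3 ± 1.8 TPM in Dox, a log2 fold change of 4.55 ± 0.06 (SE) with an adjusted p of 7.6e-18 by edgeR. Reads of the induced construct and of the endogenous gene were not told apart. In contrast, RBFOX2 (ENSG00000100320.23), the paralog that was most abundant in untreated cells, fell from 48.3 ± 1.6 to 17.0 ± 0.88 TPM (log2 fold change -1.71, edgeR adjusted p = 1.4e-16). TPM is scaled for the length of the isoforms that reads were assigned to. RBFOX1 had 11724 counts over the Dox samples, fewer than the 31290 of RBFOX2 over the No Dox samples. The TPM of RBFOX1 in Dox is therefore not compared with that of RBFOX2. RBFOX3 was at 2.09 ± 0.25 and 2.45 ± 0.10 TPM and did not pass the test (edgeR adjusted p = 0.96). Human NTRK2 was at 1.18 ± 0.14 and 1.21 ± 0.09 TPM (edgeR adjusted p = 0.99), and reads of the mouse minigene were not told apart from those of the human gene. The study states that T-REx-293 cells have no TrkB receptors of their own. It reports that Rbfox1 raised TrkB.FL of the minigene and lowered TrkB.T1 to a lesser degree. The NTRK2 values do not test that result. An exact permutation test of TPM for RBFOX1 gave p = 0.1, the smallest that 3 samples against 3 allow.

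**Figure D1:**
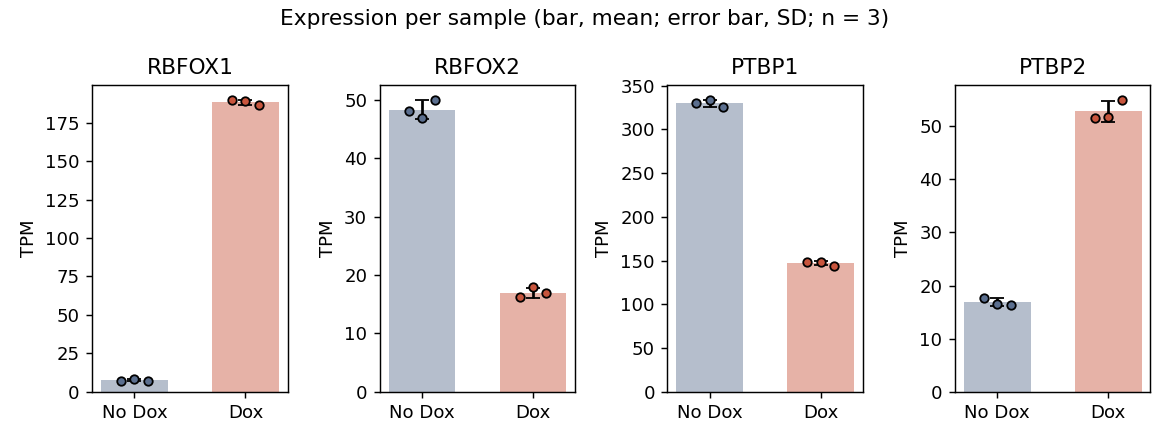
TPM of RBFOX1, RBFOX2, PTBP1 and PTBP2 in each sample (points), with the group mean (bar, axis from 0) and SD (error bar, n = 3). RBFOX1 and PTBP2 were higher in all Dox samples, and RBFOX2 and PTBP1 were lower. TPM is scaled for isoform length, so heights are compared within a gene.

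The next comparison asked which genes differ in expression when Rbfox1 is induced. Among the changed genes were a pair of related splicing repressors that moved in opposite directions. PTBP1 (ENSG00000011304.20), the polypyrimidine tract binding protein of non-neuronal cells, fell from 330.0 ± 4.2 to 147.3 ± 2.7 TPM, and PTBP2 (ENSG00000117569.18), its neuronal paralog, rose from 16.9 ± 0.73 to 52.8 ± 1.9 TPM. Their log2 fold changes were -1.37 ± 0.02 and 1.74 ± 0.04 (SE), with edgeR adjusted p of 3.5e-16 and 2.7e-15. Of the genes named by the rule, those with the largest rises besides RBFOX1 were mostly near the limit of detection in No Dox. AC136604.2 went from 13 to 2842 counts over 3 samples, a 219.9-fold higher rate with a 95% counting interval of 128.4 to 413.5. HAMP, which encodes the iron hormone hepcidin, went from 2 to 345 counts, with a ratio of 173.5 and a counting interval of 47.7 to 1438.5. AC021483.1, GPT, XKR5, AL390957.1, BAAT, SLIT2-IT1, PKMP3 and AC093425.1 also rose, by log2 fold changes from 2.52 to 4.16, and PKMP3 is a pseudogene whose reads can be shared with its parent gene. ACTN2, a muscle alpha-actinin, rose from 5.16 ± 0.40 to 20.7 ± 1.0 TPM. The neuronal microtubule protein gene MAP2 rose from 1.55 ± 0.28 to 6.13 ± 0.11 TPM.

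Of the genes that were lower in Dox, TKT, which encodes transketolase of the pentose phosphate pathway, fell from 331.8 ± 2.8 to 83.0 ± 3.3 TPM (log2 fold change -2.02). NDRG1 fell from 146.0 ± 10.1 to 37.5 ± 2.3 TPM, and the scaffold gene IQGAP1 from 61.7 ± 0.40 to 20.1 ± 1.6 TPM. ITPR2, an inositol trisphosphate receptor gene, fell from 7.06 ± 0.64 to 1.54 ± 0.19 TPM, and RUFY1 from 21.6 ± 0.41 to 5.91 ± 0.91 TPM. DCST1-AS1 and ZFHX2-AS1 fell by 2.68 and 2.32 on the log2 scale, but antisense genes can share reads with their partners where strand is not used in counting. AL162386.2, AC010680.4, AL135999.1 and AL021546.1 fell by log2 fold changes from -2.31 to -1.95, and AL021546.1 did not pass with DESeq2 (adjusted p = 0.094). ARMCX7P, a pseudogene, had 95.5 counts over the No Dox samples and 0 over the Dox samples, at least 31.8-fold lower against a floor of 3 counts over the group. Its level in No Dox was 1.49 ± 1.16 TPM, so those samples differed widely and the bound describes pooled counts only. In the set with at least 10 TPM, chosen after values were seen, PHGDH of serine synthesis fell from 336.4 ± 8.9 to 128.4 ± 0.78 TPM and the mitotic checkpoint gene BUB1 from 51.8 ± 0.56 to 20.4 ± 1.3 TPM. In the same set LLGL1, SLC1A3, FLVCR1 and MCCC2 fell, and the long noncoding RNA NEAT1 rose from 155.0 ± 1.9 to 407.9 ± 7.9 TPM.

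Of 18264 genes tested, 9385 (51.4%) changed, 4544 upward and 4841 downward. Most changes were small, and 561 exceeded 2-fold, of which 413 rose and 148 fell. Without TMM, using library size only, the split was 5682 up and 3753 down and the median log2 fold change of all genes was 0.05, so directions of small changes depend on the scaling.

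Gene lists fixed beforehand were then compared. Among the proteins of LASR, a large complex of splicing regulators that contains Rbfox proteins, 6 of 9 genes fell, 1 rose and 2 did not pass (the same counts adjusted over the list alone). HNRNPH1 fell from 808.2 ± 8.9 to 571.0 ± 14.0 TPM. HNRNPUL2 and HNRNPC fell by 0.37 and 0.27 on the log2 scale. MATR3 rose by 0.31 on the log2 scale, and HNRNPF and DDX5 had log2 fold changes within 0.01 of 0. The camera adjusted p of the list was 0.036, and it was 0.39 with an estimated correlation, 0.075 with the replicate block and 0.058 without Dox replicate 1. Of 14 genes for SR proteins and TRA2, 9 fell and 1 rose (camera adjusted p = 0.13), and of 33 other splicing regulators 10 rose and 14 fell (camera adjusted p = 0.66).

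Of 20 genes of the neuronal synapse and of cytoplasmic Rbfox1 targets, 13 rose and 2 fell (camera adjusted p = 0.0043, and adjusted p = 0.34 with an estimated correlation). VAMP2 rose from 30.1 ± 0.44 to 41.1 ± 1.7 TPM and SNAP25 from 2.99 ± 0.39 to 4.59 ± 0.09 TPM, while SYP, encoding synaptophysin, fell from 14.5 ± 0.43 to 8.68 ± 0.22 TPM. The p53 target list had 13 of 18 genes higher and none lower (camera adjusted p = 0.00055, and adjusted p = 0.34 with an estimated correlation). Among them CDKN1A rose from 54.9 ± 1.4 to 85.8 ± 2.5 TPM and MDM2 from 77.4 ± 2.4 to 118.8 ± 4.3 TPM. Immediate early genes went the other way, with 10 of 15 lower (camera adjusted p = 0.00072, and adjusted p = 0.39 with an estimated correlation). MYC fell from 127.9 ± 3.6 to 59.3 ± 1.4 TPM, EGR1 from 6.67 ± 0.26 to 4.17 ± 0.08 TPM and DUSP1 from 20.1 ± 0.20 to 12.9 ± 0.23 TPM. Cholesterol synthesis genes rose in 15 of 23 cases and fell in 2 (camera adjusted p = 0.0055, and adjusted p = 0.34 with an estimated correlation), with HMGCS1 at 117.9 ± 3.7 and 171.4 ± 7.6 TPM. Of 11 replication-dependent histone genes, 6 rose (camera adjusted p = 0.016, and adjusted p = 0.39 with an estimated correlation), but these are near-identical copies whose reads can be divided among them.

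Genes of mitochondria and energy metabolism moved in both directions. Of 13 mitochondrially encoded genes of oxidative phosphorylation, 10 rose, MT-ND6 from 709.7 ± 13.9 to 941.5 ± 8.1 TPM (camera adjusted p = 0.0043, and adjusted p = 0.54 with an estimated correlation). The share of all counts on mitochondrial genes was 3.25 to 3.34% in No Dox and 3.61 to 3.71% in Dox samples. Of 38 nuclear genes of oxidative phosphorylation, 19 fell and 1 rose (camera adjusted p = 0.0083, and adjusted p = 0.48 with an estimated correlation), among them UQCRFS1 from 149.4 ± 2.2 to 113.2 ± 1.8 TPM. Of 12 mitochondrial chaperones and proteases, 8 fell (camera adjusted p = 0.011, and adjusted p = 0.34 with an estimated correlation), with LONP1 at 75.1 ± 0.38 and 47.4 ± 2.9 TPM. In the list of glycolysis and hypoxia, 17 of 31 fell and 5 rose (camera adjusted p = 0.0086, and adjusted p = 0.56 with an estimated correlation), with ENO1 falling by 0.35 and BNIP3L rising by 0.59 on the log2 scale. Counts adjusted over the list alone were the same for these lists, except that 1 immediate early gene then rose. None of the 10 list calls held with an estimated correlation. That estimate was -0.031 for the synapse list and -0.087 for mitochondrial chaperones, below the preset 0.01. It was 0.030 to 0.62 in the other lists called. A higher correlation therefore does not account for the losses in the synapse and chaperone lists. The variant does not show what correlation alone does to the calls.

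**Figure D2:**
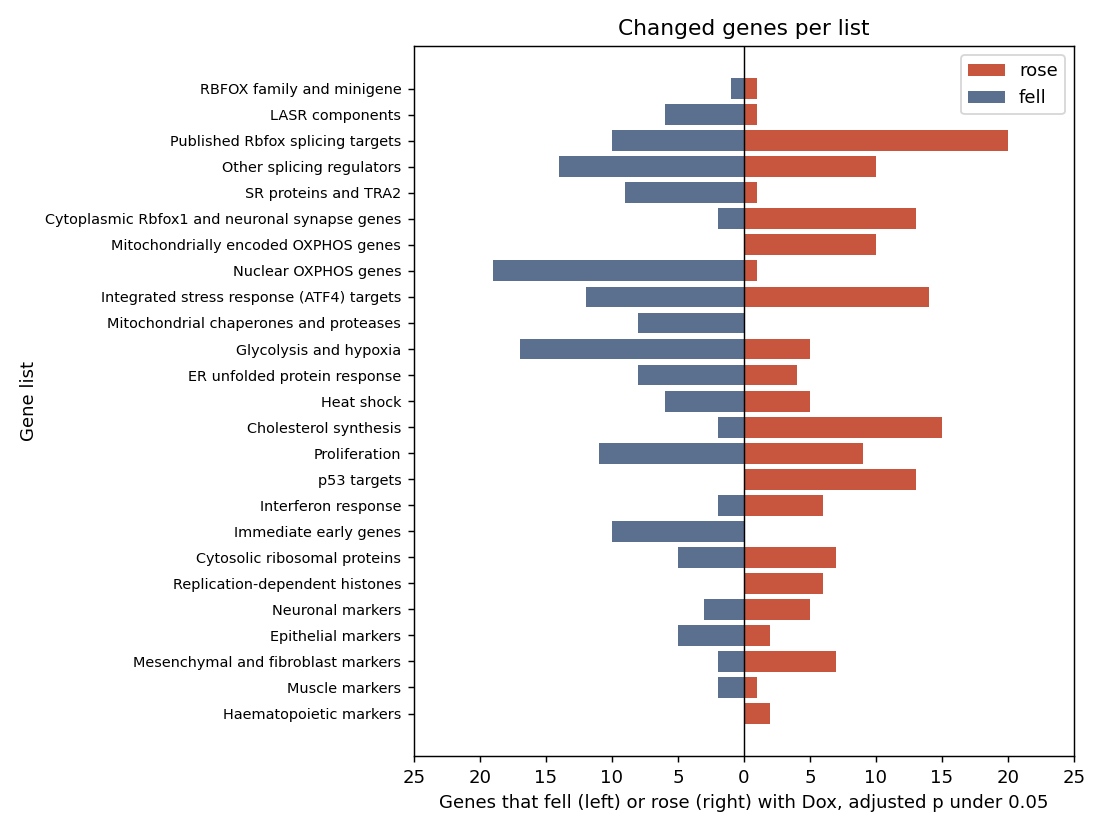
Number of genes in each list that fell (left) or rose (right) in Dox at an edgeR adjusted p under 0.05. In the p53 target list 13 genes rose and none fell, and in the immediate early list 10 fell and none rose.

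In the study the RNA-seq served to ask whether Rbfox1 binding at motif clusters, mapped by eCLIP, matters for isoform expression. Binding sites were not used here, and isoforms were compared between Dox and No Dox. Of 72438 isoforms tested by limma-voom, 9151 changed, 4486 upward and 4665 downward, in 6089 genes. In 923 genes isoforms changed in both directions. The mean absolute log2 fold change of the changed isoforms was 0.95 ± 0.01 (SEM, n = 9151 isoforms). The count was 15552 with DESeq2, which made 11.7% false calls in simulations with a dispersion per isoform and 9000 changed isoforms, against 3.32% for limma-voom. It was between 5518 and 6004 when No Dox replicate 1, 2 or 3 or Dox replicate 1 or 2 was left out.

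Isoform usage was then compared, and the 12 called genes of at least 5 TPM in both groups with the largest shifts are given first. For ATP5F1C, the gamma subunit of ATP synthase, isoform ATP5F1C-201 went from 3.67 ± 0.44% (SD, n = 3) of the gene in No Dox to 94.1 ± 0.31% in Dox, while ATP5F1C-202 went from 90.4 ± 1.7% to 1.19 ± 1.0%. The amino acid transporter isoform SLC7A2-202 went from 0.65 ± 0.38% to 72.6 ± 1.3%, and SERP2-201 from 23.2 ± 2.2% to 81.2 ± 0.55%. CAMK2G-206, of a calcium/calmodulin-dependent kinase, went from 2.99 ± 0.82% to 55.4 ± 1.7%, and STX2-201 from 23.3 ± 4.3% to 76.0 ± 0.55%. For VCL, which encodes vinculin, VCL-202 went from 61.9 ± 2.0% to 14.7 ± 0.89% as VCL-201 went from 34.9 ± 2.3% to 81.5 ± 1.1%. TMEM63B-203 rose from 20.4 ± 7.9% to 68.1 ± 5.3%. Lower shares in Dox were found for CCSER2-203, TBC1D4-201, PDLIM7-202, ERC1-222 and PLOD2-202, the last from 52.5 ± 0.84% to 4.90 ± 0.73%. Each of these 12 genes also changed with diffSpliceDGE and the F test. The assignment of reads to isoforms is RSEM's estimate, and exons were not compared directly.

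**Figure D3:**
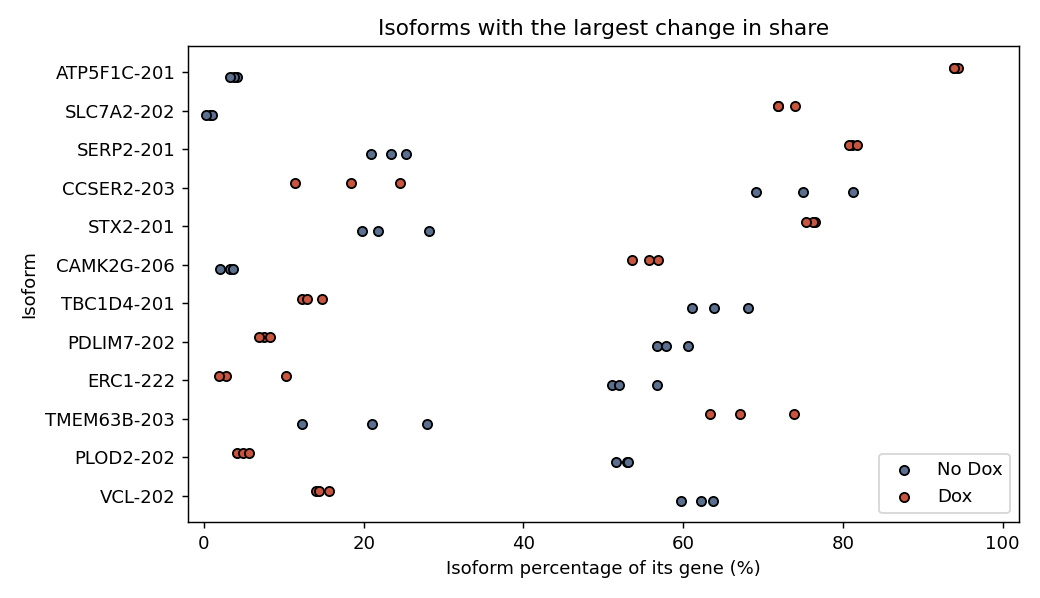
Isoform percentage of its gene in each sample (x axis, %) for the isoform with the largest change in each of 12 genes, with No Dox and Dox samples as separate points. ATP5F1C-201 lies near 3.67% in No Dox and near 94.1% in Dox.

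Listed genes with changed usage included splicing regulators themselves. RBFOX2-213 went from 1.98 ± 0.41% to 22.4 ± 1.8% and RBFOX2-209 from 38.0 ± 2.5% to 19.2 ± 0.89% of RBFOX2. MBNL1-223 went from 1.91 ± 0.29% to 35.2 ± 2.8%, and HNRNPA1-202 from 34.2 ± 0.73% to 45.9 ± 0.27%. In the cytoskeletal genes, TPM1-206 went from 46.0 ± 0.96% to 3.25 ± 0.31% and CTTN-201 from 67.8 ± 0.65% to 26.1 ± 2.8%. PICALM-219 went from 24.5 ± 4.5% to 4.22 ± 1.3%, PHGDH-202 from 33.2 ± 3.0% to 15.9 ± 3.0%, and MACF1-201 from 3.43 ± 0.08% to 15.4 ± 0.31%. In HNRNPH1, PCBP2 and MARS the isoform with the largest change shifted by 3.84 to 5.54 points.

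In all, 3213 of 12328 genes (26.1%) changed usage by diffSplice, and 1010 of them (31.4%) did not change at the gene level. This count does not hold a 5% error rate. In simulations with a dispersion per isoform, 10.5% of calls were false with 3000 changed genes and 43.2% with 200. Exchange of reads between isoforms was not among the simulated settings described above, so the false share of the real calls may be higher. The count was 2996 with the F test, 2537 with isoforms of at least 10 percent of their gene, 1184 with diffSpliceDGE and 1090 with a change of at least 10 points in an isoform that passed its own test, and 983 genes were called by both diffSplice and diffSpliceDGE.

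Known Rbfox splicing targets, listed from background knowledge before the data were examined, were compared with all other genes. Changed usage was found in 34 of 43 targets (79.1%) and in 3179 of 12285 other genes (25.9%). The odds ratio was 10.8 (95% interval 5.08 to 25.7, Fisher's exact test, two-sided, p = 5.1e-13). With mean gene count and number of tested isoforms as covariates it was 7.46 (95% interval 3.43 to 16.2). Genes are not independent replicates. Usage also changed in 20 of 29 other splicing regulators (69.0%), in 9 of 14 genes for SR proteins and TRA2 (64.3%) and in 5 of 9 LASR genes (55.6%). Targets were not tested against these lists, and the list of other regulators shares MBNL1, MBNL2 and PTBP2 with the targets. Adjusted over the list alone, the counts were 34 for targets and 20, 10 and 6 for these lists. With diffSpliceDGE 29 of the 43 targets were called and the odds ratio was 19.9. At the gene level 20 of the 43 targets rose and 10 fell (camera adjusted p = 0.20).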

Values the study reported

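The study reported a mean log2 fold change of 1.81 ± 0.063 for gene isoforms with eCLIP peaks on motif clusters. It gave 1.56 ± 0.055 for isoforms with peaks outside clusters and 1.39 ± 0.049 for those with peaks in genes lacking clusters. The average mapping rate of the reads was 88%.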

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

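RBFOX1 induction kept its direction and call under all alternatives run, with log2 fold changes from 4.48 to 4.59. The count of changed genes stayed between 8301 and 9806 except with a minimum log2 fold change of 1, which left 561. The isoform count was 15552 with DESeq2 and 2445 with a minimum log2 fold change of 1, and 5518 to 6441 when a sample was left out, where fewer samples enter the test. The usage count was 1184 with diffSpliceDGE and 1090 with a change of at least 10 points in an isoform that passed its own test. In simulations diffSpliceDGE made a lower share of false calls than diffSplice where isoforms of similar abundance shared a dispersion (1.92% against 2.84% with 3000 changed genes) but not where each had its own (10.6% against 10.5%), so the lower count is not shown to be more reliable, and the cause of the difference was not tested. The number of lists past the threshold was 10, against 0 with an estimated correlation and 21 with fry, which asks whether the genes of a list move on balance in a direction. The odds ratio for isoform usage in published Rbfox targets was between 9.76 and 19.9. Same-numbered samples had correlations of 0.041, 0.028 and 0.057, so the numbers were not taken to pair samples, although each sample correlated best with its own number. The replicate block gave 9806 genes, 7249 isoforms, 3166 usage genes, 9 lists and an odds ratio of 12.8. Of 139 genes compared one by one under the alternatives, the sign turned in CD68, HNRNPF, DDX5, RBFOX3 and NTRK2, none of which passed the edgeR test. Not all of the 139 had a result under the stricter filter, where 126 stayed the same and 2 turned sign. With a minimum log2 fold change of 1, 80 of the 139 lost their call. Under other alternatives calls were lost for gene AL021546.1 with DESeq2, for gene CD14 without No Dox replicate 3 or Dox replicate 1 (edgeR adjusted p = 0.071 and 0.070), for gene HBA1 with DESeq2 (adjusted p = 0.069) and without No Dox replicate 1, Dox replicate 1 or Dox replicate 3 (edgeR adjusted p from 0.057 to 0.18), and for gene TNNT1 with DESeq2 (adjusted p = 0.054), library size only (edgeR adjusted p = 0.081) and without No Dox replicate 1 or 3 or Dox replicate 2 (edgeR adjusted p from 0.064 to 0.091). Gene ITGAM gained a call without No Dox replicate 2 (edgeR adjusted p = 0.036). The log2 fold change was 0.0187 for gene CD68 with library size only. For gene HNRNPF it was 0.046 with library size only, 0.0134 with the stricter filter and -0.0141 to 0.00658 when a sample was left out. For gene DDX5 it was -0.0137 with no filter, -1.7e-06 with the replicate block and -0.0282 to 0.0241 when a sample was left out. For gene RBFOX3 it was -0.00631 with limma-voom, -0.00334 with no filter and -0.125 to 0.128 when a sample was left out. For gene NTRK2 it was 0.00155 with limma-voom, 0.0456 with library size only, 0.013 with the stricter filter, 0.000581 with the replicate block and -0.0995 to 0.0618 when a sample was left out. The planned motif and cassette exon results were not run. At this depth and number of samples, the simulated isoform test with a dispersion per isoform recovered 33.4% of 9000 changed isoforms, and how much of this depth limits was not tested.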

Other observations

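Other lists showed no common direction by camera. Of 38 integrated stress response genes 14 rose and 12 fell (camera adjusted p = 0.71). Of 34 proliferation genes 9 rose and 11 fell (camera adjusted p = 0.25), and of 35 cytosolic ribosomal protein genes 7 rose and 5 fell (camera adjusted p = 0.69). The unfolded protein response list had 4 genes higher and 8 lower of 20, and the heat shock list had 5 higher and 6 lower of 13 (camera adjusted p = 0.66 for both). HSPA1B fell by 0.79 and HSP90AA1 rose by 0.39 on the log2 scale, and HSPA1B has a near-identical copy. Of 21 interferon genes 6 rose and 2 fell (camera adjusted p = 0.20). Among marker lists, 5 of 11 neuronal markers rose and 3 fell (camera adjusted p = 0.59), 2 of 10 epithelial markers rose and 5 fell (camera adjusted p = 0.10), and 7 of 15 mesenchymal markers rose and 2 fell (camera adjusted p = 0.13). Of 6 muscle markers 1 rose and 2 fell (camera adjusted p = 0.79), and of 4 haematopoietic markers 2 rose (camera adjusted p = 0.45), where both haematopoietic calls were lost when Dox replicate 1 was left out. Adjusted over the list alone, 15 integrated stress response genes rose and 13 fell, 13 proliferation genes fell, 6 unfolded protein response genes rose and 9 fell, 4 ribosomal protein genes fell and 11 Rbfox targets fell, and the other counts in this paragraph were the same.

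The mean absolute log2 fold change of 0.95 given above was over all 9151 changed isoforms, whereas the values quoted from the study are over isoforms grouped by eCLIP peaks, which were not used here.

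The tests on reads shared between paralogs, on doxycycline and on library depth were chosen after the result was seen. RBFOX2 and PTBP1 fell while RBFOX1 and PTBP2 rose. Reassignment of reads between paralogs would need the rising genes to gain about what the falling ones lost. RBFOX1 gained 52.9% of the counts lost by RBFOX2, and PTBP2 with PTBP3 gained 21.1% of those lost by PTBP1, which argues against it as the whole cause. There were 0 samples with doxycycline and without inducible Rbfox1, so doxycycline acting apart from Rbfox1 cannot be told apart from Rbfox1 here, and this holds for the mitochondrial lists too. An effect of Rbfox1 itself on RBFOX2 and PTBP1 stays open as a hypothesis, which samples with doxycycline and without inducible Rbfox1 would test.

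Of the genes tested for usage, those that fell over 2-fold changed isoform usage in 28 of 53 cases (52.8%), against 15 of 92 (16.3%) of those that rose over 2-fold and 3170 of 12183 of the rest. With abundance and number of tested isoforms as covariates the odds ratio of fallen against other genes was 4.13, with a 95% interval of 2.27 to 7.49, which argues against those covariates as the whole cause. Against genes that rose, which were less abundant, it was 1.14 (0.38 to 3.39), so strength of change in either direction stays open. One hypothesis is that some of these genes fell because Rbfox1 may move them to unproductive isoforms. The coding potential of the isoforms that gained share in Dox would test it and was not examined. The usage calls carry the simulated false share given above, which may be too low for the real calls.

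More genes rose (413) than fell (148) over 2-fold, and 25526 to 25868 genes had counts in the 3 Dox samples against 24845 to 25040 in the 3 No Dox samples. Depth argues against deeper Dox libraries, since the ratio of mean total counts was 0.994 and after thinning to equal totals Dox samples still had more genes. Unspliced RNA might raise intronic transcripts. The median log2 fold change of 13 genes named as intronic was -0.05, at percentile 10.2 of random lists whose 95% range was -0.16 to 0.45, and 3 rose and 2 fell, so this test leaves it open.

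The 6 samples can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Every split but the real one mixes both treatments in both groups, so the treatment difference enters the spread within groups. Low gene and isoform counts in those splits were therefore likely beforehand and are not a measure of chance. In each case 1 split, the real one, gave the most. It gave 9385 genes against at most 0 in another split, 9151 isoforms against 0, and 3213 usage genes against 41. For the target odds ratio it gave 10.8 against 7.29, the latter from 1 called target. For gene lists it gave 10 against 9 in the split that set No Dox 1, No Dox 3 and Dox 3 against the rest and at most 2 in the other splits, so a list count near the real one arose in 1 split that is not the treatment.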
